A study of Mus musculus with 15 samples.

How the data were processed

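RNA was measured by short-read sequencing in nuclei sorted from the ventral tegmental area of male DAT-Cre mice, which express Cre recombinase in cells that make the dopamine transporter. A Cre-dependent virus put an HA-tagged KASH protein on the nuclear envelope of those cells. Per the labels' protocols, tissue of 2 mice was pooled for each sample, nuclei were sorted by an antibody against HA into HA-positive (dopaminergic) and HA-negative (non-dopaminergic) populations, and libraries were made with a low-input cDNA kit. Such kits amplify the cDNA before sequencing, and the counts carry no molecular identifiers, so a count is not a number of separate molecules. The SE and p-values of edgeR given below rest on the spread between replicate libraries.

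The samples fell into 4 groups by their labels: dopaminergic nuclei after food training (n = 4), after the last session of cocaine maintenance (n = 3) and after 21 days of home-cage abstinence (n = 4), and non-dopaminergic nuclei after food training (n = 4). Groups were read from the sample titles, and the columns of the tables were matched to samples by the short names in the descriptions.

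The authors deposited a table of whole-number counts per gene for all 15 samples, with 35976 genes listed by symbol. The aligner, the counting program, the genome build, the annotation and any use of strand were not stated in the labels or in the file headers, so no coordinates are given, and genes that overlap or share sequence with a copy elsewhere are uncertain. A second deposited table is named as holding normalized values, but its counts were checked and were the raw ones: 0 cells differed from the first table in its 10 columns. These 10 columns are the dopaminergic libraries other than food-trained replicate 3. That table was not used further, and no size factors of the authors could be recovered from it.

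Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15. Genes were kept by edgeR's filterByExpr, library sizes were scaled by TMM factors, and groups were compared with edgeR's quasi-likelihood F-test, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. The comparison of the 2 populations used the 8 libraries of food-trained mice. The comparisons between stages were contrasts in a fit of all 11 dopaminergic libraries, which share one estimate of the spread, and a further test in that fit asked for any difference among the 3 stages. CPM values in the text are counts scaled to a common library size with the TMM factors of all 15 libraries. Where all libraries of a group held at most 3 counts of a gene, the fold was computed against that floor and is a lower bound.

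A set of 16 gene lists, for the identity of the nuclei and for the repressive chromatin that the study's title names, was tested with limma's camera on log2 CPM (prior count 2) at a preset correlation of 0.01, with adjustment over the 16 lists within each comparison. Means and medians of a list were taken from the same log2 CPM. Counts of its higher and lower genes were taken from edgeR's fold changes, so the 2 can differ in sign. The lists were dopamine neuron identity, GABA neuron, glutamate neuron, oligodendrocyte, oligodendrocyte precursor, astrocyte, microglia, vascular, immediate early genes, H3K9 methylation and HP1, Polycomb, histone deacetylases and corepressors, DNA methylation, H3K9 and H3K27 demethylases, histone acetyltransferases and H3K4 methyltransferases, and ionotropic glutamate receptors. The groups, the tests, the lists, the rule for naming genes and most alternatives were fixed before the data were examined. By that rule the text names genes of the lists, and in each comparison up to 4 higher and 4 lower genes with the lowest p-values among those past the threshold, with a mean of at least 20 counts and no overlap between the groups. Predicted genes and clones were counted but not named. The values of a further marker gene are not reported here. Other genes that the text names were chosen after their values were seen, which is said where they appear.

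Changes at maintenance and at abstinence share the food-trained libraries, so their correlation was set against 50 simulated data sets with no difference between stages and the same shared libraries. The scripts were tested on simulated data with 200 genes changed by 3 on the log2 scale, drawn from abundant genes alone. Of these, 96% were recovered in the stage fit of 18046 genes and 97% in the population fit of 18541 genes. False calls were 1.03% and 5.37%. Recovery of less abundant genes and of smaller changes was not tested. With no gene changed there were 0 calls, with 5.15% and 4.15% of genes at an unadjusted p under 0.05.

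GC content and length came from the longest transcript per gene symbol in the GENCODE M21 annotation, which matched 26763 symbols directly and 505 through an older symbol and left 8708 without a value. For each library a slope of log2 CPM, as the deviation from the mean of all libraries, on GC percent was fitted over 8346 genes with a mean log2 CPM over 4.

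The alternatives were DESeq2 and upper quartile scaling, no filter beyond 1 count, at least 10 counts in every sample, the DESeq2 test, limma-voom with sample quality weights, robust dispersions, other sets of libraries in the fit, a glial marker score as a covariate, the replicate number as a block, and each library left out in turn. A fit of all 15 libraries with a batch term, for the maintenance libraries and non-dopaminergic replicate 2, was added after the data were seen. A correction for GC content per library was added after the data were seen as well, in 2 forms. The first form fitted a spline with 5 degrees of freedom over all tested genes. Its output showed that it also moved the scaling of libraries, by a median of 0.98 on the log2 scale between the populations. The second form was therefore written after the results of the first were known: it was fitted on genes with a mean log2 CPM over 4 and centred at 0 in each library. Results of both forms are given. On simulated counts of 18034 genes with a GC trend, the correlation of fold change with GC went from -0.53 to -0.07 with the first form and to -0.01 with the second. In the data, the correlation over abundant genes went from -0.35 to -0.00464 with the first form for maintenance against food training. The first form also left or made trends in the other comparisons: from 0.36 to -0.15 for abstinence against maintenance, from 0.02 to -0.23 for abstinence against food training and from -0.10 to 0.20 between populations. After the second form it lay between -0.0135 and 0.0171 in all 4.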

Results

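Nuclear RNA was profiled in dopaminergic neurons of the mouse ventral tegmental area at 3 points of a cocaine self-administration schedule. Mice first learned to press a lever for food over 7 days. Those that went on to cocaine worked for intravenous infusions in daily sessions of 1 hour, at 0.3 mg/kg per infusion for 5 days (acquisition) and at 1.0 mg/kg per infusion for 10 days (maintenance). The last group then spent 21 days without cocaine in the home cage. Dopaminergic nuclei were collected after food training (n = 4 samples), after maintenance (n = 3) and after abstinence (n = 4), and non-dopaminergic nuclei were collected after food training (n = 4). The mice were different at each stage.

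Total counts ranged from 25813700 in food-trained dopaminergic replicate 3 to 59046600 in abstinence replicate 2. Between 14841 and 19750 genes had at least 1 count in the dopaminergic libraries, against 22733 to 23886 in the non-dopaminergic libraries. No pair of libraries held identical values. The mean correlation of log2 CPM between replicates was 0.811 in food-trained dopaminergic nuclei, 0.827 at maintenance, 0.870 at abstinence and 0.946 in non-dopaminergic nuclei, and the first of these was no higher than the mean of 0.813 between food-trained dopaminergic and non-dopaminergic libraries. The labels gave no library batch or sequencing date. The sex-linked genes were those of male mice: Ddx3y, on the Y chromosome, stood between 70.8 and 157.7 CPM in the 15 libraries, and Xist between 0 and 4.81 CPM.

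The first comparison asked how the sorted populations differ, in food-trained mice. Of 19786 genes tested, 2534 passed the threshold, of which 719 were higher and 1815 lower in dopaminergic nuclei, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 1123 of the 2534 genes, all libraries of a group were at or under the floor of 3 counts. The first form of the GC correction raised the count most, to 6249 genes, of which 4884 were higher and 1365 lower, and it moved the median log2 fold change of all genes by 0.98. A fit with the replicate number as a block lowered it most, to 775 genes, of which 413 were higher and 362 lower. Whether a number marks the same pool of mice in both populations was not stated in the labels. Among genes over the median abundance in the fit, 680 were higher and 620 lower.

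Slc6a3, the dopamine transporter, stood at 3010 ± 1031 CPM (SD, n = 4) in dopaminergic and 91.5 ± 18.9 CPM (n = 4) in non-dopaminergic nuclei, a log2 fold change of 5.02 (SE 0.34, edgeR adjusted p 0.000624). Slc39a4 was higher by 5.00 (SE 0.31, edgeR adjusted p 0.000612), Chrna6 by 4.82 and Ret by 4.30 on the log2 scale. The lower genes with the lowest p-values were Mag, at 86.3 ± 13.0 against 1148 ± 226 CPM with a log2 fold change of -3.76 (SE 0.23, edgeR adjusted p 0.000612), Hapln2 with -4.59, Rbfox1 with -2.37 and Epb41l3 with -2.53. These 8 genes kept their direction and stayed past the threshold in every fit that left out a library. Th stood at 887 ± 361 CPM in dopaminergic and 36.8 ± 5.27 CPM in non-dopaminergic nuclei. The glutamate transporter gene Slc17a6, at 460 ± 212 against 387 ± 94.4 CPM, and Gad2, at 62.0 ± 10.5 against 84.3 ± 5.28 CPM, did not pass the threshold between the populations (edgeR adjusted p 0.795 and 0.157).

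**Figure D1:**
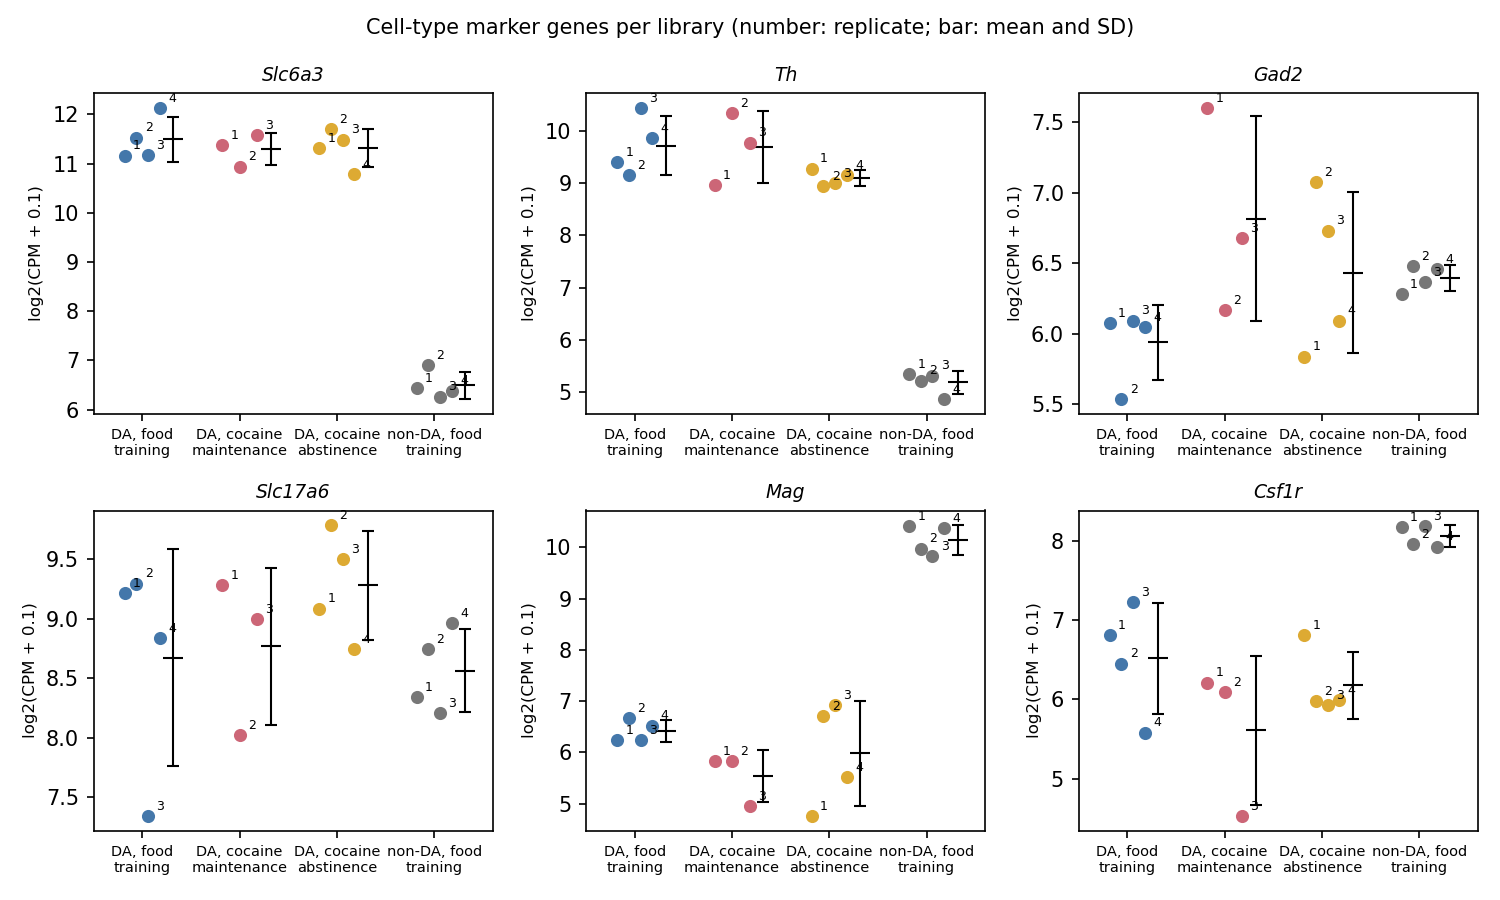
Log2 of CPM plus 0.1 for 6 cell-type marker genes in each of the 15 libraries, by group, with the replicate number beside each point and the mean and SD of the group as a bar. Slc6a3 and Th are high in all 11 dopaminergic libraries, Mag and Csf1r are high in the 4 non-dopaminergic libraries, and Gad2 and Slc17a6 overlap between the populations.

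Of the 16 gene lists, 4 passed camera's threshold between the populations. The dopamine neuron identity list was higher in 19 of 19 genes (mean log2 fold change 2.93, adjusted p 6.78e-20), and 14 of its genes passed over all genes tested and 15 adjusted over the list alone. Oligodendrocyte genes were lower in 13 of 13 (mean -3.93, adjusted p 6.78e-05), with 8 past over all genes and 12 adjusted over the list alone. Astrocyte genes were lower in 10 of 12 (mean -1.69, adjusted p 0.0151), with 8 past either way, and microglia genes in 11 of 12 (mean -2.17, adjusted p 0.0128), with 8 past over all genes and 9 adjusted over the list alone. With limma's fry 10 lists passed, these 4 among them, and with an estimated correlation 2 passed, the identity and oligodendrocyte lists. Without food-trained dopaminergic replicate 4, the astrocyte and microglia lists had an adjusted p of 0.0662 each. The remaining 12 lists did not pass with camera. Their adjusted p was 0.0531 for vascular genes, 0.406 for DNA methylation, 0.66 for oligodendrocyte precursors, 0.814 for H3K9 methylation and HP1 and for Polycomb, and 0.887 for GABA neurons, immediate early genes, histone deacetylases and corepressors, and H3K9 and H3K27 demethylases. It was 0.748 for glutamate neurons, for histone acetyltransferases and H3K4 methyltransferases, and for ionotropic glutamate receptors. Among the lists of chromatin genes, H3K9 methylation and HP1 had 2 genes past over all genes and 4 adjusted over the list alone, DNA methylation 2 and 3, Polycomb 1 and 1, histone deacetylases and corepressors 1 and 0, H3K9 and H3K27 demethylases 1 and 0, and histone acetyltransferases and H3K4 methyltransferases 0 and 0. Immediate early genes had 4 and 5, glutamate neurons 1 and 1, and the other 4 of these lists 0 and 0. The 6 further lists that passed with fry, each with most genes lower in dopaminergic nuclei, were DNA methylation (fry adjusted p 0.00114), histone acetyltransferases and H3K4 methyltransferases (0.00194), H3K9 methylation and HP1 (0.00368), oligodendrocyte precursors (0.0199), vascular genes and histone deacetylases and corepressors (0.031 each). Camera compares a list with the other genes, while fry tests the list against no change. The median log2 fold change of all genes was -0.21, so fry cannot tell a shift of a list from this general one. For histone deacetylases and corepressors the direction that camera gave was higher.

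The second comparison asked what differs after cocaine maintenance. Of 19060 genes tested, 25 passed against food training, 1 higher and 24 lower at maintenance, and 2215 had an unadjusted p under 0.05. The DESeq2 test raised this count most, to 894 genes, of which 679 were lower. Single libraries decided it as well. The count was 5 without maintenance replicate 1, 7 without maintenance replicate 3, 78 without maintenance replicate 2, 43 without food-trained replicate 3 and 12 without food-trained replicate 4. Under the GC corrections it was 5 with the first form and 11 with the second, of which 5 and 10 were among the 25.

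Tmem145 had the lowest p-value, at 24.1 ± 2.92 CPM (SD, n = 3) at maintenance and 184 ± 28.4 CPM (n = 4) after food training, a log2 fold change of -2.93 (SE 0.27, edgeR adjusted p 0.000978), and it stayed past the threshold in both forms of the GC correction. Olig1 fell by 8.72 on the log2 scale (SE 1.09, edgeR adjusted p 0.0103), from 32.9 ± 16.6 to 0.0688 ± 0.119 CPM, with counts of 10, 0 and 0 in the maintenance libraries. Trp53inp2 fell by 1.80 and Lypla2 by 2.45 (edgeR adjusted p 0.0103 each). Lypla2 did not pass under either form of the GC correction, with edgeR adjusted p of 0.301 and 0.190. Prr14 was the gene that was higher, at 239 ± 11.6 against 76.7 ± 19.4 CPM (log2 fold change 1.64, SE 0.24, edgeR adjusted p 0.0184), and it did not pass under the first form of the GC correction (0.218) and did under the second (0.0118). Trp53inp2 did not pass under the first form (0.065) and did under the second (0.0173). Prr14 lost its call without food-trained replicate 1 (0.06) or 4 (0.0772) or maintenance replicate 1 (0.0797) or 3 (0.0742), Trp53inp2 without maintenance replicate 1 (0.0615) or 3 (0.0732), and Lypla2 without maintenance replicate 3 (0.0614), by edgeR's adjusted p. No gene list passed camera's threshold in this comparison, with 3 of 16 at an unadjusted p under 0.05, which were immediate early genes, Polycomb, and histone deacetylases and corepressors, each with a camera adjusted p of 0.126. No list passed with fry or an estimated correlation either. Without maintenance replicate 2, 2 lists passed. In the list of immediate early genes, 0 genes passed over all genes tested and 2 passed adjusted over the list alone. They were Jun, at 14.1 ± 3.30 against 45.8 ± 10.1 CPM (log2 fold change -1.70), and Junb, at 8.14 ± 1.99 against 36.4 ± 13.1 CPM (-2.16), each with an edgeR p of 0.00246 adjusted over the list alone and 0.09 over all genes. In food-trained non-dopaminergic nuclei, replicate 2 also had lower values of both than the other 3 libraries, with Jun at 19.8 against 41.3 to 48.4 CPM and Junb at 9.77 against 32.9 to 42.4 CPM. In the Polycomb list, 0 passed over all genes and 2, Cbx6 and Phf1, adjusted over the list alone. In the other lists 0 genes passed over all genes. Adjusted over the list alone, 2 oligodendrocyte genes, 2 GABA neuron genes, 1 astrocyte gene, 1 gene of histone deacetylases and corepressors (Sin3b) and 1 dopamine neuron identity gene passed, all lower at maintenance. The last was Pitx3, at 2.60 ± 1.47 against 28.8 ± 23.1 CPM (log2 fold change -3.47, edgeR p 0.0155 adjusted over the list alone and 0.13 over all genes). Pitx3 was also lower in food-trained non-dopaminergic replicate 2, at 0.269 CPM from 13 counts, against 1.26 to 2.26 CPM in the other 3 libraries. The 2 GABA neuron genes were Gata2 and Sox14, both at 0 CPM at maintenance. After food training they had means of 1.54 and 5.04 CPM in the scaling of the stage fit, with 0 as the lowest value. Their list had 5 genes higher and 5 lower. Gad2 and Gad1 were among the higher, by 0.99 and 1.18 on the log2 scale (edgeR p 0.0603 and 0.0761 adjusted over the list alone).

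The maintenance libraries also differed from the others in a technical measure. The slope of log2 CPM on transcript GC content was -0.0323, -0.0175 and -0.0329 per percent GC in the 3 maintenance libraries, under the range of -0.0117 to 0.0256 in the 8 other dopaminergic libraries. The log2 fold changes of 6016 abundant genes at maintenance against food training had a Spearman rho of -0.346 with GC content across genes, which are not independent replicates. The corresponding rho was 0.0237 for abstinence against food training. Non-dopaminergic replicate 2, from food-trained mice, had a slope of -0.0197, against 0.0261 to 0.0375 in the other 3 non-dopaminergic libraries. It also held 32.6 CPM of Tmem145, against 214 to 244 CPM in the other 3. If these 4 libraries make a batch, it holds dopaminergic nuclei of the maintenance stage alone, so no comparison of stages within it can be had. A batch term for these 4 libraries could be fitted over all 15 libraries, where it rests on non-dopaminergic replicate 2 alone and takes the batch to act alike in both populations. With this term, a fit added after the data were seen, 0 genes passed for maintenance against food training (501 with an unadjusted p under 0.05) and 1 passed for abstinence against maintenance, which was Itga7 (edgeR adjusted p 0.0152). The median log2 fold change of the 25 genes, in the direction first found, was 2.26 in the fit of 15 libraries without the term and 0.32 with it, and 18 of the 25 kept that direction. For the 34 genes of abstinence against maintenance it was 2.00 and 0.21. The log2 fold change of Tmem145 at maintenance was -0.10 with the term, that of Olig1 -7.17 (edgeR adjusted p 0.109), and that of Lypla2 changed direction, to 1.18.

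**Figure D2:**
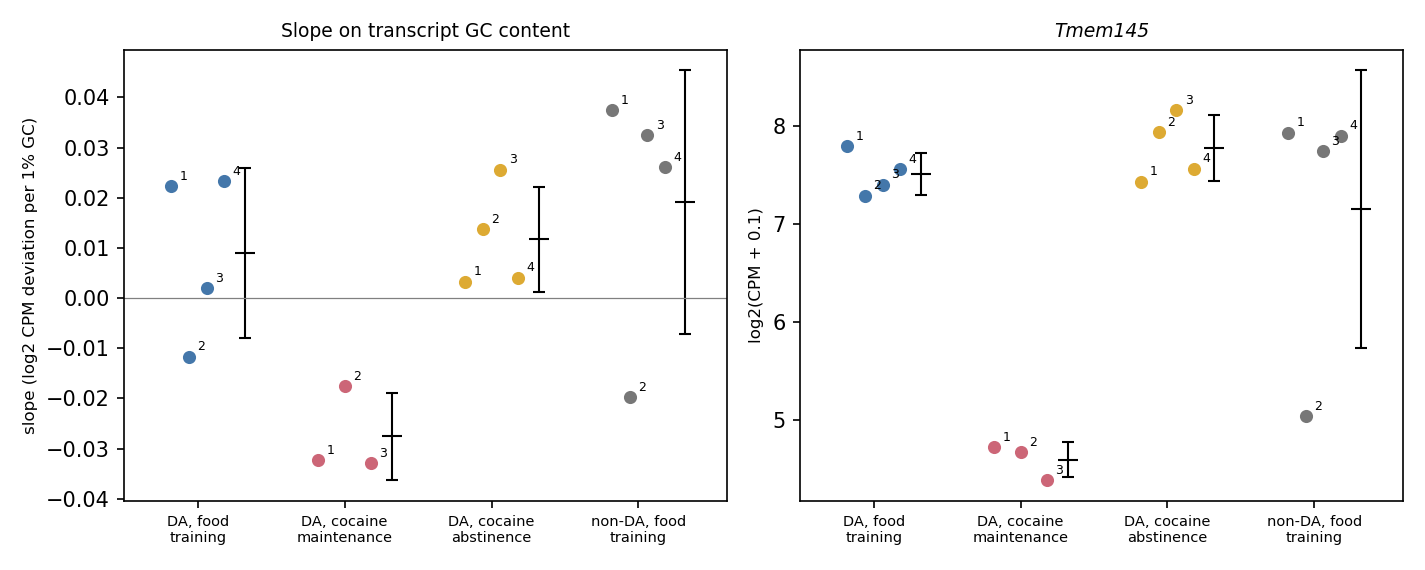
Left, slope of log2 CPM deviation per 1% of transcript GC content in each of the 15 libraries, and right, log2 of CPM plus 0.1 of Tmem145, by group, with the replicate number beside each point and the mean and SD as a bar. The 3 maintenance libraries and non-dopaminergic replicate 2 lie under the other libraries in both panels.

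The third comparison asked what differs after 21 days of abstinence. Against food training, 0 of 19060 genes passed, with 819 genes (4.30%) at an unadjusted p under 0.05. The DESeq2 test called 125 genes, 94 of them higher, and no other alternative called any. The dopamine neuron identity list passed with camera (mean log2 fold change -0.30, lower in 18 of 19 genes, adjusted p 0.00411), with 0 genes past over all genes and 0 adjusted over the list alone. It did not pass with fry (0.672) or an estimated correlation (0.608), and without food-trained replicate 3 its mean was -0.13 with a camera adjusted p of 0.0706. In the other fits that left out a library its camera adjusted p ran from 0.000127 to 0.0444. The number of lists past was 3 without food-trained replicate 3 or 4 and 2 without abstinence replicate 3. In the list of H3K9 methylation and HP1 genes, 0 passed over all genes and 1 passed adjusted over the list alone. This was Setdb1, which encodes an H3K9 methyltransferase, at 41.5 ± 14.9 CPM (n = 4) at abstinence and 11.3 ± 2.62 CPM (n = 4) after food training. Its log2 fold change was 1.87 (SE 0.41), with an edgeR p of 0.000502, an edgeR adjusted p of 0.999974 over all genes and 0.00953 adjusted over the list alone. As a list, H3K9 methylation and HP1 had a mean log2 fold change of 0.28 and a camera adjusted p of 0.798, and Polycomb one of 0.36 with 0.798. For Polycomb the direction that camera gave was lower, against the sign of this mean and of the median of 0.0774. By edgeR's fold changes, a different estimate, 12 of its genes were higher and 13 lower.

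Abstinence was also compared with maintenance, as the stages that follow one another. Of 19060 genes, 34 passed, 32 higher and 2 lower at abstinence, and 1890 had an unadjusted p under 0.05. The DESeq2 test called 732. The count was 6 without maintenance replicate 1, 7 without maintenance replicate 3, 73 without maintenance replicate 2, 14 without abstinence replicate 1, 12 without abstinence replicate 2 and 6 without abstinence replicate 3. With the GC corrections it was 4 and 14. Tmem145 was higher by 3.21 on the log2 scale (SE 0.27, edgeR adjusted p 0.00038), Olig1 by 8.93 and Chpf2 by 2.18. Itga7 had 0 counts in the 3 maintenance libraries and 17.95 ± 2.59 CPM at abstinence, at least 239-fold higher. Prr14 fell by 1.60 and Zc3h13 by 1.51. Chpf2 lost its call without maintenance replicate 1 (edgeR adjusted p 0.0502) or 3 (0.0712), and Prr14 without maintenance replicate 1 (0.0573) or 3 (0.0712) or abstinence replicate 2 (0.074) or 3 (0.0741). Under the first and second forms of the GC correction the edgeR adjusted p was 0.274 and 0.0787 for Chpf2, 0.0773 and 0.062 for Zc3h13, and 0.0504 and 0.0138 for Prr14, while Tmem145, Olig1 and Itga7 passed in both. Of the 7 fits that left out a library, Zc3h13 passed in the one without maintenance replicate 2 (0.0439), with an edgeR adjusted p from 0.0641 to 0.212 in the other 6. No gene list passed, with 2 of 16 at an unadjusted p under 0.05, and 1 passed without maintenance replicate 2. In each list 0 genes passed over all genes. Adjusted over the list alone, Polycomb had 3 genes past (Phf1, Ring1 and Cbx6, all higher at abstinence), and histone acetyltransferases and H3K4 methyltransferases had 3 (Crebbp, Kmt2a and Setd1b, all lower). Histone deacetylases and corepressors had 1 (Sin3b, log2 fold change 1.42, edgeR p 0.00498 adjusted over the list alone and 0.0716 over all genes), immediate early genes 2 (Jun and Junb), dopamine neuron identity 2, GABA neurons 2 and ionotropic glutamate receptors 1, and the other lists 0. The 2 GABA neuron genes were again Gata2 and Sox14, at 0 CPM at maintenance.

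The calls of maintenance against each other stage overlapped. Of 37 genes called in any pair of stages, 22 were called in both comparisons with maintenance, 21 of them lower at maintenance than at either other stage. The test for any difference among the 3 stages called 16 genes, with 1496 at an unadjusted p under 0.05, and all 16 were also called in a pair. Leaving out a library gave 1 gene in the lowest case, without food-trained replicate 4 or without any of the 4 abstinence libraries, and 9 without food-trained replicate 1, 4 without maintenance replicate 1 and 2 without maintenance replicate 3. Changes from food training at maintenance and at abstinence had a correlation of 0.497 across genes, and 0 genes were called in both. Simulated data with no change and the same shared food-trained libraries gave a mean correlation of 0.451, between 0.423 and 0.474 in 50 simulations, with 0 shared calls. The simulation drew each gene independently and held no GC trend between libraries. Its range therefore cannot decide whether 0.497 is more than shared libraries give.

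The libraries of non-dopaminergic nuclei were set beside the 37 genes, which they had no part in choosing. Non-dopaminergic replicate 2 differed from the mean of the other 3 in the direction of maintenance in 37 of 37 genes, with a median of 1.84 on the log2 scale. The same count was 1, 1 and 2 of 37 for replicates 1, 3 and 4, which are each compared with a mean that contains replicate 2.

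**Figure D3:**
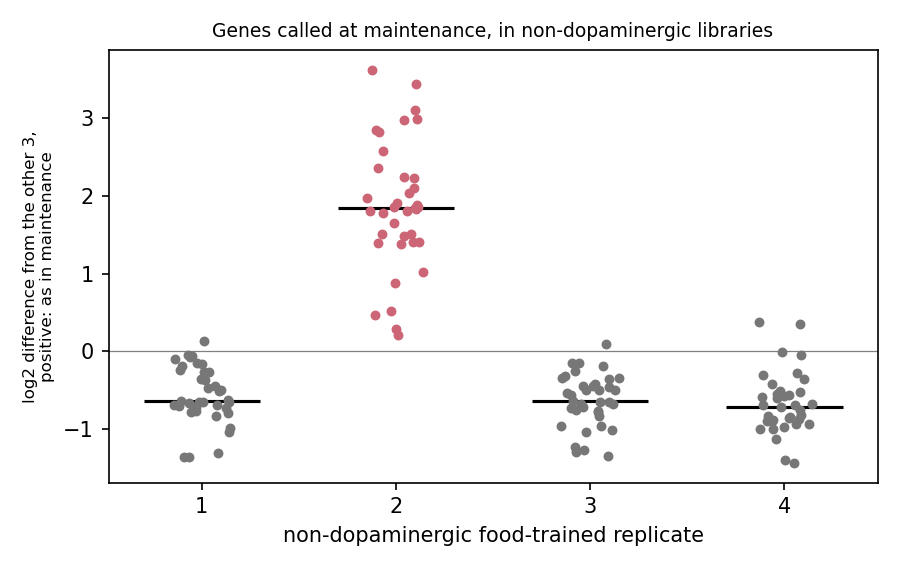
Log2 difference of each non-dopaminergic library from the mean of the other 3, for the 37 genes called in a comparison of stages, with positive values in the direction of maintenance and a line at the median. All 37 points of replicate 2 are above 0.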

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

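Gene and library values were examined in 111 groups of 4 libraries for a library far from the other 3, and 10 groups had one, where chance gives about 5.6. The maintenance group has 3 libraries and was not examined. The tests that bear on non-dopaminergic replicate 2 were chosen after its values were seen.

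In non-dopaminergic nuclei, 3 of the 10 groups had replicate 2 as the library that stood apart. Tmem145 was at 32.6 CPM there and between 214 and 244 CPM in the other 3, a gap of 0.856 of the range. Prr14 was at 163 CPM against 75.9 to 83.1 (gap 0.917), and Ddx3y at 140 CPM against 76.8 to 84.3 (gap 0.88). For Tmem145 and Prr14 these are shifts in the direction of the maintenance libraries, and Ddx3y had a mean of 135 CPM at maintenance. A library preparation shared by replicate 2 and the maintenance libraries is a candidate explanation: replicate 2 deviated in the maintenance direction in 37 of 37 genes called between stages. A mislabelled library stays open as well. Its deviations had a correlation of 0.0527 with food-trained dopaminergic replicate 2, which is too close to the values of -0.0605 to 0.0228 with the other food-trained libraries to place it.

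The other 7 groups each had a different library that stood apart. Csf1r was at 112 CPM in abstinence replicate 1 against 60.6 to 63.4 in the others (gap 0.946), Gja1 at 94.2 CPM in abstinence replicate 4 against 183 to 199 (gap 0.849), and Slc39a4 at 124 CPM in abstinence replicate 2 against 66.4 to 70.7 (gap 0.925). Gad2 was at 46.4 CPM in food-trained dopaminergic replicate 2 against 66.2 to 68.2 (gap 0.907), and Ret at 53.2 CPM in non-dopaminergic replicate 3 against 78.4 to 83.4 (gap 0.835). Xist was at 4.81 CPM in abstinence replicate 3 against 0 to 0.63 (gap 0.869). In food-trained dopaminergic replicate 4 it was at 0.435 CPM from 20 counts, with 0 counts in the other 3 (gap 1). No biological explanation was tested for these, since the replicates of a group carry no label that sets them apart.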

How the results depend on the processing

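Some settings left each count within 1.5 times its value. For the 25 genes of maintenance against food training these were DESeq2 and upper quartile scaling, no filter, robust dispersions, all 15 libraries and the glial covariate (18 to 36 genes). The authors' own size factors were not run, because the table named as normalized holds raw counts. The causes of the changes below were not tested, except where a cause is given.

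With at least 10 counts in every sample, a filter that tests fewer genes (12204 and 11343) and takes out genes that fell to 0, the counts were 1643 between populations (44.2% lower against 71.6%), 109 for maintenance against food training, 69 for abstinence against maintenance and 41 for any difference among stages. The lists past the threshold were then 2, 2 and 2 in the stage comparisons, and the correlation of the changes was 0.393. The DESeq2 test called 3883 genes between populations (61.2% lower), 894, 125 and 732 between stages in the order of the report, and 358 for any difference. Voom called 4266 between populations (79.1% lower) and 9 at maintenance. Upper quartile scaling gave 22 for abstinence against maintenance. A fit of only the compared groups gave 1 for maintenance against food training and 22 for abstinence against maintenance. All 15 libraries in one fit gave 15 for abstinence against maintenance and 9 for any difference, and lowered the lower share between populations to 61.2%. With a batch term for the maintenance libraries and non-dopaminergic replicate 2, added after the data were seen, all 15 libraries gave 965 genes between populations (41.1% lower), 0 for maintenance against food training, 1 for abstinence against maintenance and 0 for any difference, with 501, 567 and 1428 genes at an unadjusted p under 0.05 in these last 3. The glial covariate gave 22 for abstinence against maintenance and 10 for any difference. Fry gave 10 lists between populations and 0 for abstinence against food training. The estimated correlation gave 2 and 0.

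The GC corrections were added after the data were seen, and the second form after the results of the first. The first form gave 6249 genes between populations (4884 higher, 1365 lower), 5 at maintenance, 4 for abstinence against maintenance and 0 for any difference. It moved the median log2 fold change of all genes by 0.98 between populations, by -0.42 for abstinence against food training and by -0.28 for abstinence against maintenance, so that its balance of higher and lower genes follows its scaling. The second form gave 2562 between populations (74.5% lower), 11 at maintenance, 14 for abstinence against maintenance and 6 for any difference. Both forms lowered the counts of called genes in the comparisons with maintenance.

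Replicate numbers are shared between groups. The correlations of deviations of same-numbered libraries were between -0.0815 and 0.0384 for the stages, so the numbers do not pair those samples. For the 2 populations they were between 0.0349 and 0.0876 in the 4 pairs, against -0.0605 to 0.0604 in other pairs. Both populations were sorted from nuclei of pooled tissue, but the labels do not say that a number marks one pool, so this pairing stays open. With the replicate block the counts were 775 between populations (46.7% lower), 0 for maintenance against food training, 2 for abstinence against maintenance and 0 for any difference, with 1253, 1151 and 917 genes at an unadjusted p under 0.05 in these last 3. Together with the block, the GC corrections gave 3432 (7.78% lower) and 818 (51.0% lower) genes between populations.

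Across fits that each left out a library, the counts ran from 1900 to 3740 genes between populations, from 5 to 78 for maintenance against food training, from 6 to 73 for abstinence against maintenance and from 1 to 23 for any difference, and stayed at 0 for abstinence against food training. Lists past the threshold ran from 3 to 4 between populations, from 0 to 2 for maintenance against food training, from 1 to 3 for abstinence against food training (3 without food-trained replicate 3 or 4, 2 without abstinence replicate 3) and from 0 to 1 for abstinence against maintenance (1 without maintenance replicate 2). The 2 lists at maintenance came without maintenance replicate 2. The correlation of the changes ran from 0.401 without maintenance replicate 2 to 0.67 without food-trained replicate 4, and the value that shared libraries alone give was not simulated for these smaller sets. In addition, 0 genes were called in both comparisons in any of these fits.

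In the alternatives run, no list mean changed direction, and Lypla2 at maintenance did so with the batch term, to a log2 fold change of 1.18. Among the other values of single named genes, 252 stayed on their side of the threshold, 46 lost it and 1 gained it. The gain was Setdb1 at abstinence, with an adjusted p of 0.000949 in DESeq2, where its other alternatives ran from 0.46 to 1. Among means of gene lists, 58 stayed and 7 no longer passed, and 74 counts of higher or lower genes moved by over 1.5 times where 98 did not. Depth was lowest in food-trained dopaminergic replicate 3, with 25813700 counts, and thinning another library of its group to that total lowered its genes detected from 15415 to 15386.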

Other observations

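The tests on non-dopaminergic replicate 2, the batch term, on the abundance of the genes called between populations and on the calls kept under a GC correction were chosen after the result was seen. The GC corrections themselves were added after the data were seen, the second form after the results of the first. The other tests were written before. That the first form of the GC correction does not decide the balance between populations was also judged after both forms were seen.

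Genes that were lower at maintenance than at another stage (35 genes) had a median GC content of 58.4%, against 48.4% in lists of the same size matched on expression, and lay at percentile 100 of 10000 such lists. With a correction for GC content per library, the calls fell from 25 to 5 in its first form and 11 in its second for maintenance against food training, and from 34 to 4 and 14 for abstinence against maintenance. In this last comparison the first form overshot, leaving a correlation with GC of the opposite sign. Genes at an unadjusted edgeR p under 0.05 went from 2215 to 1924 and 2133 for maintenance against food training. They went from 1890 to 2192 and 1739 for abstinence against maintenance. Under the second form Lypla2 went from -2.45 to -1.54 on the log2 scale at maintenance. Tmem145 went from -2.93 to -2.18 and Prr14 from 1.64 to 2.06. A GC bias of the maintenance libraries is therefore a candidate explanation for part of these changes, enough to lose most of the calls. It is not the whole of them: 5 and 4 of the original calls stayed past the threshold in the first form of the correction and 10 and 12 in the second, Tmem145 and Olig1 among them in both forms, though neither passed with the batch term below. These 2 genes were singled out after their values were seen.

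Other technical explanations for the same 35 genes, taken as a set, met values that speak against them. Their median transcript length lay at percentile 28.83 of the matched lists. Fewer non-dopaminergic nuclei in the maintenance sorts would lower genes of those nuclei. The 35 genes had a median log2 fold change of 0.0808 between dopaminergic and non-dopaminergic nuclei. This lay at percentile 26.43 of matched lists, inside the range of -0.124 to 0.444 that most of them gave. As a set the 35 genes were thus not marked as genes of non-dopaminergic nuclei, which leaves single genes open. Olig1, for example, stood at 101 CPM in non-dopaminergic and 32.9 CPM in food-trained dopaminergic nuclei. Poor detection would leave them at 0, but 30 of the 35 (85.7%) had at least 10 counts in each maintenance library.

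A difference in library preparation is the explanation that the non-dopaminergic libraries bear on. All 3 maintenance libraries had a GC slope under those of all other dopaminergic libraries, and within dopaminergic nuclei alone such a batch cannot be told apart from the stage, because it would hold maintenance libraries alone. Non-dopaminergic replicate 2 came from food-trained mice by its label, and it deviated from its replicates in the direction of maintenance in 37 of 37 called genes. Over 5716 abundant genes its deviation had a correlation of 0.723 with the difference of the maintenance libraries from the other dopaminergic ones, and of 0.642 with the GC trend taken out of both. For non-dopaminergic replicates 1, 3 and 4 it was -0.498, -0.417 and -0.381, which follows in part from their comparison with a mean that holds replicate 2. Deviations within a group balance around 0, so these values give no range for a library without the pattern. A batch term for the maintenance libraries and replicate 2, fitted over all 15 libraries, took the calls for maintenance against food training to 0 and those for abstinence against maintenance to 1, and the median change of the former 25 genes from 2.26 to 0.32 on the log2 scale. This fit estimates the batch from a library that was picked for sharing the pattern, so it cannot show that there was a batch. Without a batch, it takes out a stage effect that a mislabelled library would carry as well. These values are consistent with a preparation or sequencing batch that holds the 3 maintenance libraries and this one, with effects beyond GC content. An alternative that stays open is that this library is mislabelled and came from mice at maintenance: its correlation of 0.0527 with the food-trained dopaminergic library of its number decides nothing. An effect of cocaine that both populations share would need such a mislabelling. A record of the preparation dates would separate these, and none was used here.

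More genes were lower than higher in dopaminergic nuclei, 1815 against 719. Fewer genes detected in those libraries may account for the excess. Among genes over the median abundance 47.7% of the calls were lower, and among less abundant genes 1195 were lower and 39 higher. The abundance was that over both populations, so genes lost from dopaminergic nuclei move towards the less abundant ones by the loss itself. Among genes with at least 10 counts in every library 44.2% were lower, but that filter itself removes genes lost from dopaminergic nuclei. Neither split can therefore tell fewer genes detected from a real loss of expression. With the replicate number as a block 46.7% of 775 calls were lower, so the excess also depends on a pairing that the labels leave open. It depends on the set of libraries too, with 61.2% lower in a fit of all 15 libraries and 41.1% with the batch term. A GC trend as the whole cause is argued against by the second form of the correction, which took the trend out and left 74.5% of the calls lower. In the first form 21.8% were lower, but it moved the median log2 fold change of all genes by 0.98 and left a GC trend of its own. A biological difference in the number of genes that the populations express stays open and was not tested.

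Food-trained dopaminergic replicate 3 had the fewest genes detected, 14841, and the lowest total. Depth alone does not account for it, since the other 3 libraries of its group, thinned to the same total, still had 15386 to 18256 genes.

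Other splits of the same libraries were tested for each comparison. Between populations, 1 of 35 splits, the real one, gave as many genes, and no other split gave any. For maintenance against food training it was 1 of 35, where the highest other split gave 2 genes, and for abstinence against maintenance 1 of 35, where the others gave 0. For any difference among the 3 stages it was 1 of 100 splits drawn, and the highest other split gave 14 genes against 16. For abstinence against food training all 35 of 35 splits gave at least as many, since the real count was 0. These splits show that the maintenance libraries differ from the others by more than chance assignment gives, which a batch that coincides with maintenance would do as well.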
